A study of Mus musculus with 17 samples. Its data were reported in "A functional overlap between actively transcribed genes and chromatin insulator elements" (2026).

How the data were processed

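Capture-C was performed by the authors on Ter119+ erythroid cells (QuadDel and WT) and on CD71+ erythroid cells (WT αYFP, αPonly and αP+G). Reads were trimmed, merged, cut in silico at DpnII sites and aligned with Bowtie to mm9 or a custom version of it, and PCR duplicates were removed. The authors then deposited, for each library, the raw count of unique interactions between each viewpoint and each DpnII fragment with at least 1 interaction. The deposited counts are not normalised. Other deposited tables give the positions of the viewpoints and their exclusion zones, and these are genome positions, not measurements. No fragment was listed repeatedly for a viewpoint (0 cases), the combined viewpoints were the sums of their members, and 99.999% of the 101907 chromosome 11 fragments began at a DpnII site of the mm9 sequence, so mm9 coordinates are used throughout. Combined viewpoints were left out. Gene positions were taken from the reference annotation for chromosome 11.

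Groups and replicate numbers were taken from the sample labels. Library size was the cis total of a viewpoint outside its exclusion zone, and values are given per 100,000 such interactions. Any fragment that overlapped the deposited exclusion zone was left out. In the Ter119+ list the zone is the viewpoint fragment alone, whereas in the CD71+ list it reaches 1000 bp beyond the fragment on each side. The zones of the Ter119+ list overlap both neighbouring fragments by the cut site, so those were left out too, and 2 alternatives chosen after seeing the data change this rule. Because the exclusion zones, cell type and capture differed, Ter119+ and CD71+ libraries were not tested against each other.

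Single fragments on the viewpoint's chromosome with a mean count of at least 5 were tested with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3), separately for each viewpoint, with Benjamini-Hochberg adjustment within a viewpoint and a threshold of 0.05. The study used DESeq2, which was run as an alternative (version 1.42.0). The Ter119+ groups were fitted together, as were the 3 CD71+ groups. Counts were also summed over 10 regions, by fragment midpoint, and tested with edgeR over all regions of a viewpoint, adjusted over all regions of the α-globin viewpoints. On chromosome 11 these were the region upstream of the sub-TAD (32080000 to 32136000), HS-38/-39 (32136000 to 32140000), the enhancer cluster (32144000 to 32169921), the insertion region (32169922 to 32173392), Hba-x to upstream of Hba-a1 (32175105 to 32182970), the genes to the sub-TAD end (32182971 to 32202000), the downstream flank to the TAD end (32202001 to 32245000), the HS+44/+48 window (32215000 to 32228000), the HS+65/66 window (32236000 to 32246000) and the region beyond the TAD (32245001 to 32330000). The HS+44/+48 and HS+65/66 windows were placed from the distances in the site names. The boundary step compared the 15000 bp on each side of 32202000. Per-library values were compared with exact two-sided permutation tests (smallest p 0.1 for 3 against 3, 0.0286 for 3 against 4 and for 4 against 4). Fragments named in the text are the up to 3 with the smallest p among those past the threshold for a viewpoint and comparison. Designs, regions, this rule and the alternatives below, except the 2 on the zone, were fixed before the data were examined. The viewpoint named HS38 covers 32138079 to 32139000 and HS39 covers 32137176 to 32137426, and the names are used as deposited. The interval that the study's text gives for the HS-38 site lies over the viewpoint named HS39. The distances in the names instead go with the deposited names, since HS39 lies farther from the genes than HS38. Whether the pair of names is exchanged was therefore not settled.

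The fragment and region tests were tested on simulated data before use. With 200 fragments changed 2-fold, 45.5% were recovered in a simulation of the Ter119+ comparison (2070 fragments) and 81.9% of those with a mean count of at least 20, with 3.19% of calls false. In a separate simulation for the Ter119+ regions, the region test recovered 18 of 18 changed regions and made 2 false calls. There the changes were below 2-fold and the spread between libraries was a fixed setting, not estimated from these data. It therefore does not give the power or error rate of the region test here. In simulations of the CD71+ comparisons (873 fragments), 53.0% (αP+G and WT αYFP), 46.5% (αPonly and WT αYFP) and 54.5% (αP+G and αPonly) were recovered. A fragment with a low count that was not called is therefore not shown to be unchanged. Replicates differed by more than sampling noise in every group (chi-square per degree of freedom from 1.43 to 2.70), and each library was counted as 1 replicate. The study describes the CD71+ libraries as independent differentiations, so their p-values measure spread between differentiations. The clones used are not stated for Capture-C, so a difference between clones is not excluded as a source of CD71+ differences. Intervals on shares cover counting error only.

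The alternatives were TMM factors, DESeq2 size factors, the DESeq2 Wald test, mean count minimums of 1 and 20, an adjusted p of 0.01, the plotted window alone, 5000 bp bins, wider exclusion zones, other boundary windows, the replicate number as a block, only the 2 groups of a comparison, and leaving out each replicate in turn. Figures and tests also used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.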

Results

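Chromatin interactions of the mouse α-globin locus were measured by Capture-C, in which DNA cut with DpnII is ligated within fixed nuclei and the ligation products of chosen fragments, the viewpoints, are enriched with biotinylated oligonucleotides. The 17 libraries fell into 5 groups. Primary Ter119+ erythroid cells from spleen came from wild-type (WT) mice (n = 3) and from mice lacking the CTCF sites θ1, θ2, HS+44 and HS+48 downstream of the enhancers (QuadDel, n = 3). CD71+ erythroid cells differentiated from embryonic stem cells carried a fluorescent Hba-a1 reporter on a single copy of the locus, with no insert (WT αYFP, n = 3), with the α-globin promoter inserted between the enhancers and the genes (αPonly, n = 4), or with promoter and gene body inserted there (αP+G, n = 4). The total interaction count per library was between 287635 and 377415 in QuadDel, 333560 and 379336 in WT, 111059 and 196977 in WT αYFP, 82509 and 170890 in αPonly, and 140451 and 147465 in αP+G. The share of interactions in cis was 75.7% ± 1.45 (SD, n = 3) in QuadDel and 74.1% ± 2.74 (SD, n = 3) in WT, and 65.9% ± 0.866 (SD, n = 3), 66.2% ± 2.14 (SD, n = 4) and 66.2% ± 0.661 (SD, n = 4) in WT αYFP, αPonly and αP+G. Counting error on these shares was small. In the shallowest library, αPonly replicate 2, the share was 64.9% with an exact Clopper-Pearson 95% interval from 64.6% to 65.2%.

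The deleted sequence was examined first, since it checks the labels. No DpnII fragment between HS+44 and HS+48 had a count of 0 in every QuadDel library. However, 8 adjacent fragments on chromosome 11 (mm9, 32221719 to 32224324, intergenic), chosen after their values were seen, held 16, 21 and 18 interactions over all viewpoints in the 3 QuadDel libraries and 345, 420 and 477 in the 3 WT libraries. Scaled to 100,000 counts on chromosome 11, this was 10.2 ± 1.85 (SD, n = 3) in QuadDel and 208 ± 15.0 (SD, n = 3) in WT, or 4.88% of the WT level. The other 23 fragments of the window had ratios of QuadDel to WT between 0.404 and 1.25.

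To ask whether the CTCF sites limit the reach of the locus, interactions from 6 viewpoints (HS39, HS38, the enhancers R1 and R2, Hba-1 at Hba-a1 and Hba-2 at Hba-a2) were summed over 10 fixed regions and scaled to 100,000 cis interactions. HS38 and HS39 lie in fragments that overlap exons of Nprl3, and R1 and R2 lie in Nprl3 introns. The names HS38 and HS39 are those of the deposited list, and whether they are exchanged against the sites of the study was not settled. Of 60 combinations of region and viewpoint, 38 differed between QuadDel and WT at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 17 higher and 21 lower in QuadDel. Of the 21 lower, 6 were the HS+44/+48 window, which holds the deleted fragments. The count was 33 (19 higher, 14 lower) when only fragments wholly inside the exclusion zone were left out, a rule chosen after the data were seen, and 42 (14 higher, 28 lower) under TMM factors. In 3 against 3 libraries the smallest p of an exact two-sided permutation test is 0.1.

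The window around HS+65/66 (chromosome 11, 32235768 to 32245872) gained interactions in QuadDel from each of the 6 viewpoints, by log2 fold changes from 1.34 to 1.70. From R2, it held 629 ± 106 interactions per 100,000 (SD, n = 3) in QuadDel and 194 ± 15.8 (SD, n = 3) in WT. The log2 fold change was 1.70 (SE 0.17, edgeR adjusted p 1.28e-11), and 3 of 3 QuadDel libraries lay above every WT library (exact permutation p 0.1). From HS38, the values were 1358 ± 42.3 (SD, n = 3) and 531 ± 71.5 (SD, n = 3), a log2 fold change of 1.34 (SE 0.09, edgeR adjusted p 8.93e-07). The gain continued past the end of the TAD, over the region from 32244879 to 32329896 that holds Sh3pxd2b and shares its first fragment with the HS+65/66 window. There the log2 fold changes were between 1.24 and 1.57 over the 6 viewpoints. From R2, this region held 1614 ± 63.8 interactions per 100,000 (SD, n = 3) in QuadDel and 673 ± 157 (SD, n = 3) in WT, whereas the genes to the end of the sub-TAD held 10315 ± 219 (SD, n = 3) and 10503 ± 581 (SD, n = 3).

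**Figure D1:**
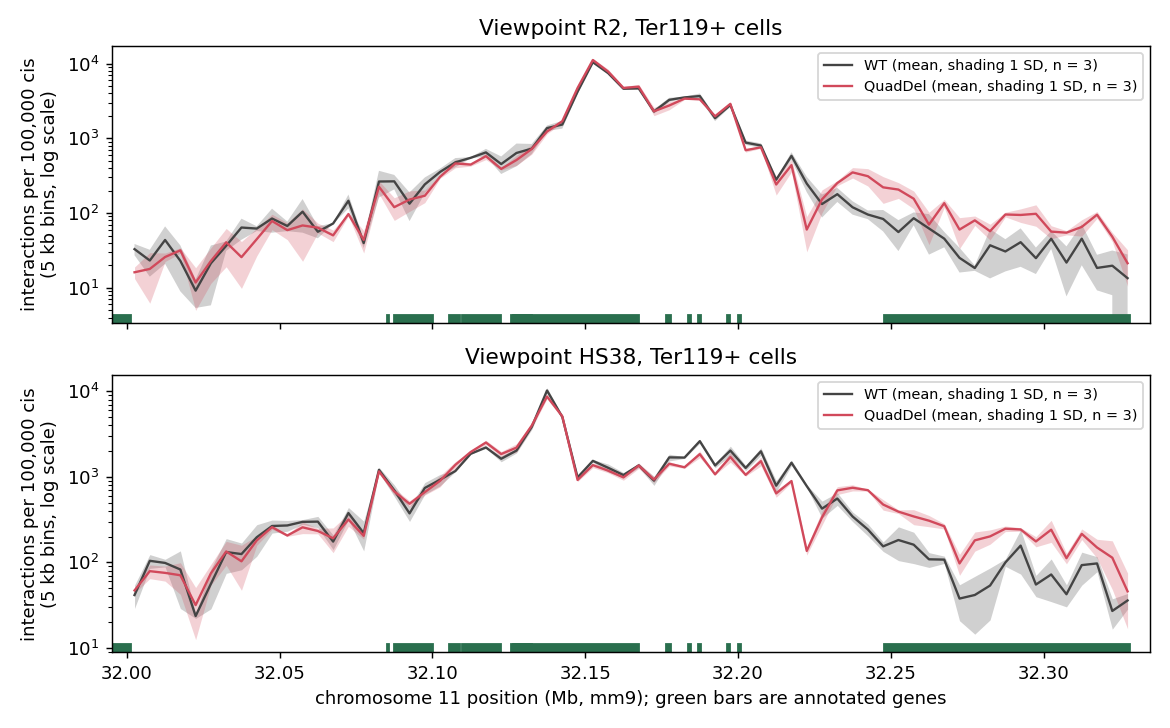
Mean interactions per 100,000 cis interactions in 5 kb bins (log axis) against position on chromosome 11 (mm9, Mb), from the R2 and HS38 viewpoints in WT and QuadDel Ter119+ cells (n = 3 each, shading 1 SD, green bars genes). The QuadDel line runs below WT over the deleted fragments and above WT in every bin from 32230000 to the right edge, from both viewpoints.

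**Figure D2:**
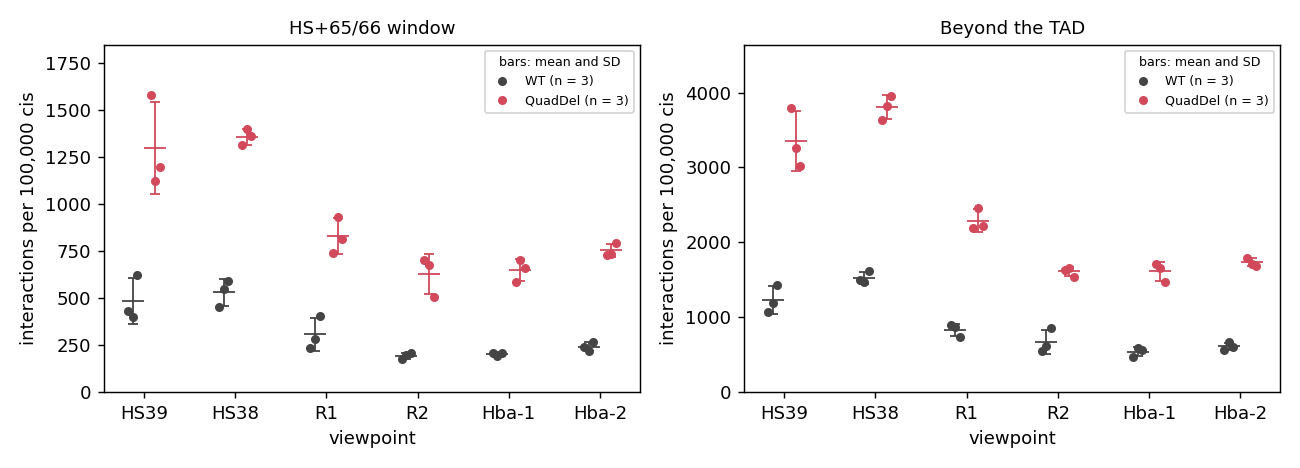
Interactions per 100,000 cis interactions with the HS+65/66 window and with the region beyond the TAD, by viewpoint (points are libraries, bars the mean and SD, n = 3 per group). All 3 QuadDel points lie above all 3 WT points at each of the 6 viewpoints in both panels.

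Over the genes and the downstream flank as wholes the changes were smaller and depended on the viewpoint. From R2, the genes to the end of the sub-TAD (up to 32203107, with Hba-a1, Hbq1b, Hba-a2 and Hbq1a) differed by less than the spread between replicates (log2 fold change -0.03, SE 0.08, edgeR adjusted p 0.773), and so did the downstream flank to the TAD end (0.02, SE 0.09, edgeR adjusted p 0.865). The flank sums regions that moved in opposite directions, since it holds the HS+65/66 window, except its last fragment, and the HS+44/+48 window. The HS+44/+48 window, with the deleted fragments, was called lower from 6 of 6 viewpoints (log2 fold changes from -1.16 to -0.45), and from R2 by -0.64 (SE 0.13, edgeR adjusted p 4.36e-05, 3 of 3 QuadDel libraries lower). Removed sequence alone lowers this window and the flank that holds it, so a fall there does not by itself show lost contact. From HS38, the genes held 5886 ± 400 interactions per 100,000 in QuadDel and 7457 ± 512 in WT (SD, n = 3 each), a log2 fold change of -0.35 (SE 0.06, edgeR adjusted p 0.00102), lower in 3 of 3 QuadDel libraries. The downstream flank from HS38 changed by -0.23 (SE 0.04, edgeR adjusted p 3.92e-04), a call that was lost (-0.10, adjusted p 0.315) when only fragments wholly inside the exclusion zone were left out. From Hba-1 and Hba-2 the flank rose, by 0.29 (SE 0.07, edgeR adjusted p 6.13e-04) and 0.27 (SE 0.06, edgeR adjusted p 9.64e-05), in 3 of 3 QuadDel libraries each. The region from Hba-x to the upstream side of Hba-a1 fell from R2 (-0.21, SE 0.08, edgeR adjusted p 0.0302, 3 of 3 libraries lower). It also fell from HS38 (-0.35, edgeR adjusted p 0.00439) and HS39 (-0.36, edgeR adjusted p 0.0104). It was not called from R1 (-0.08), Hba-2 (-0.05) or Hba-1 (0.13, 3 of 3 libraries higher). The insertion region was called higher from Hba-1 (0.30, edgeR adjusted p 0.00136) and Hba-2 (0.31, edgeR adjusted p 3.92e-04), and not from the other viewpoints (-0.42 to 0.13). The genes region was called lower from 5 of the 6 viewpoints. From Hba-1 and Hba-2 the drop lay in the fragments just downstream of the viewpoints (32183838 to 32184112 and 32196655 to 32196929), singled out after their values were seen, whose sequences are identical and cannot be assigned to one copy. From Hba-1 these 2 fragments held 12340 ± 605 interactions per 100,000 in QuadDel and 18786 ± 2894 in WT, and the rest of the region 21006 ± 751 and 21316 ± 229 (SD, n = 3 each). From Hba-2 the rest of the region held 19092 ± 550 and 18800 ± 722 (SD, n = 3 each). Values are shares of the cis total, so this drop raises all other values from Hba-1 and Hba-2, including the flank and insertion region. The share within 1 kb of the viewpoint was also lower in QuadDel at unedited loci. It was 16.0% ± 0.243 against 19.7% ± 2.27 from Hbb-b1 and 7.57% ± 0.266 against 9.69% ± 1.18 from mitoferrin. From Hbb-b2 it was 5.11% ± 0.508 and 4.93% ± 0.0867 (SD, n = 3 each). The drop therefore cannot be assigned to the deleted sites.

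At the level of single DpnII fragments, 101 of 2070 tests over the 6 viewpoints passed an adjusted p of 0.05, 57 higher and 44 lower in QuadDel, and 353 had an unadjusted p under 0.05. By viewpoint there were 13 (HS39), 22 (HS38), 17 (R1), 5 (R2), 18 (Hba-1) and 26 (Hba-2) such fragments. In 5 kb bins the count rose to 271, and under the DESeq2 Wald test it was 51, of which 17 were higher. By place, 21 calls were the deleted fragments, all lower, 35 higher calls lay between them and the TAD end, and 13 higher calls lay past the TAD end. The fragments that hold the starts of the Hbq1 genes gave 6 lower calls. Of these, 4 were in the Hbq1a fragment (32199493 to 32200137), which holds the edit of θ2, where the study's repair template adds a DpnII site whose effect on the counts was not tested. The other 2 were in the Hbq1b fragment (32186469 to 32187032), which holds the edit of θ1. From R2, the calls with the smallest p were 32182317 to 32182444, upstream of Hba-a1 (log2 fold change -0.83, SE 0.20, edgeR adjusted p 0.00798), 32222955 to 32223357, one of the deleted fragments (-3.19, SE 0.82, edgeR adjusted p 0.0146), and 32240360 to 32240737, in the HS+65/66 window (2.05, SE 0.54, edgeR adjusted p 0.0146).

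To ask whether the drop in R2 interactions past Hba-a2 depends on the sites, the log2 ratio of interactions per kb before and after the end of the sub-TAD was taken in each library. It was 2.30 ± 0.08 (SD, n = 3) in QuadDel and 2.11 ± 0.18 (SD, n = 3) in WT, a difference of 0.19 (exact two-sided permutation p 0.3, smallest possible 0.1). The groups overlapped, since WT replicate 1 (2.298) lay above QuadDel replicates 1 (2.282) and 2 (2.228). With 20 kb windows the difference was 0.24 (exact permutation p 0.1). The wider window takes in the deleted fragment from 32221719 to 32222211, whose ratio of QuadDel to WT over all viewpoints was 0.054. Its loss by itself raises the step in QuadDel, so this value does not bear on the boundary alone.

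The duplicated promoters were compared through the share of their cis interactions that fell in the enhancer cluster. In QuadDel it was 13.1% ± 0.0594 from Hba-1 and 12.2% ± 0.0718 from Hba-2, and in WT 11.97% ± 0.478 and 10.5% ± 0.288 (SD, n = 3 each). The region test called the cluster higher in QuadDel from Hba-2 (log2 fold change 0.22, SE 0.05, edgeR adjusted p 2.25e-04, 3 of 3 libraries higher). From Hba-1 it did not pass (0.13, SE 0.06, edgeR adjusted p 0.0666, 3 of 3 libraries higher), nor from the other viewpoints (-0.13 to 0.09). The cis total includes the fragments just downstream of the Hba-1 and Hba-2 viewpoints, whose share fell in QuadDel. That fall by itself raises the cluster share from Hba-1 and Hba-2 in QuadDel, and the cluster was not tested without those fragments. The call from Hba-2 therefore does not by itself show a gain of contact with the enhancers. In 6 of 6 libraries the share from Hba-2 was lower than that from Hba-1. The mean difference was -1.16 percentage points (exact two-sided sign-flip permutation p 0.03125, the smallest possible). By group the difference was -0.873 ± 0.116 points in QuadDel and -1.45 ± 0.286 in WT (SD, n = 3 each), a change of 0.57 points. All 3 QuadDel libraries had a smaller difference than every WT library (exact permutation p 0.1, the smallest possible for 3 against 3). How far these shares are separate measurements was not resolved, as 34.4% of the counts on the upstream flanks went to the viewpoint of the other copy.

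Viewpoints on other chromosomes gave the level of change away from the edited locus. From the β-globin viewpoints Hbb-b1 and Hbb-b2 on chromosome 7, 3 of 258 and 1 of 197 fragments differed between QuadDel and WT. From the mitoferrin viewpoint on chromosome 14, 22 of 295 fragments differed, 13 higher and 9 lower. Over the 3 viewpoints together this made 26 of 750 tests, and 80 when only fragments wholly inside the exclusion zone were left out. The mitoferrin viewpoint was deeper in QuadDel (21888 ± 3348 cis interactions, SD, n = 3) than in WT (11461 ± 2095, SD, n = 3).

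In the CD71+ cells, the question was whether an inserted promoter, or promoter and gene, changes how the enhancers contact the insertion site and the genes behind it. Single fragments changed little. Of 873 tests from HS38, R1 and R2, 1 passed an adjusted p of 0.05 in each comparison, against 66 (αP+G and WT αYFP), 46 (αPonly and WT αYFP) and 53 (αP+G and αPonly) with an unadjusted p under 0.05. They were 32181399 to 32182316 from R2, lower in αP+G than in WT αYFP (log2 fold change -1.13, SE 0.25, edgeR adjusted p 0.0058), 31736368 to 31736993 from R2, higher in αPonly than in WT αYFP (2.81, SE 0.71, edgeR adjusted p 0.047, from 33 counts against 4), and 32117144 to 32117609 from R1, within Rhbdf1, lower in αP+G than in αPonly (-1.48, SE 0.36, edgeR adjusted p 0.0124). These counts varied between 0 and 4 with the processing. From the control viewpoints, 0 of 1009 fragments passed in each comparison, with 62, 47 and 42 at an unadjusted p under 0.05.

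Over fixed regions, 3 of 30 combinations differed between αP+G and WT αYFP, 0 of 30 between αPonly and WT αYFP (4 at an unadjusted p under 0.05) and 1 of 30 between αP+G and αPonly. From R2, the 3.47 kb around the insertion site held 2346 ± 126 interactions per 100,000 in αP+G (SD, n = 4), 1849 ± 108 in αPonly (SD, n = 4) and 1766 ± 269 in WT αYFP (SD, n = 3). The log2 fold change of αP+G was 0.42 against WT αYFP (SE 0.10, edgeR adjusted p 0.00209, exact permutation p 0.0286) and 0.35 against αPonly (SE 0.09, edgeR adjusted p 0.0117, exact permutation p 0.0286), with 4 of 4 αP+G libraries above every library of the other group in both. From R1, it was 0.54 against WT αYFP (SE 0.13, edgeR adjusted p 0.0102, exact permutation p 0.0571, 4 of 4 libraries higher) and 0.40 against αPonly, which did not pass (SE 0.13, edgeR adjusted p 0.0595, 3 of 4 libraries above every αPonly library). The region from Hba-x to the upstream side of Hba-a1 fell from R2 in αP+G against WT αYFP (4536 ± 264 against 5655 ± 679 per 100,000, log2 fold change -0.32, SE 0.09, edgeR adjusted p 0.00661, 4 of 4 libraries lower) but not from R1 (-0.11, SE 0.08, edgeR adjusted p 0.445). In αPonly the region also lay lower than in WT αYFP, by -0.23 from R2 (SE 0.09, edgeR adjusted p 0.0999, 3 of 4 libraries lower) and -0.16 from R1 (SE 0.08, edgeR adjusted p 0.318, 4 of 4 libraries lower), and αP+G differed from αPonly by -0.09 from R2 (SE 0.08, edgeR adjusted p 0.682, 2 of 4 αP+G libraries below every αPonly library). From HS38, the same region changed in αP+G against WT αYFP by 0.20 (SE 0.09, edgeR adjusted p 0.223, 3 of 4 αP+G libraries above every WT αYFP library) and the insertion region by 0.08 (SE 0.14, edgeR adjusted p 0.748, 2 of 4 above). The differences between the viewpoints were not tested. With only the αP+G and WT αYFP libraries in the model, none of the 3 calls remained (adjusted p 0.0728 for each), and without WT αYFP replicate 2 the insertion region from R2 changed by 0.29 (adjusted p 0.0533). Between αPonly and WT αYFP the smallest adjusted p was 0.0504, for the HS+65/66 window from R2 (log2 fold change 0.66, SE 0.20, 3 of 4 αPonly libraries above every WT αYFP library).

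**Figure D3:**
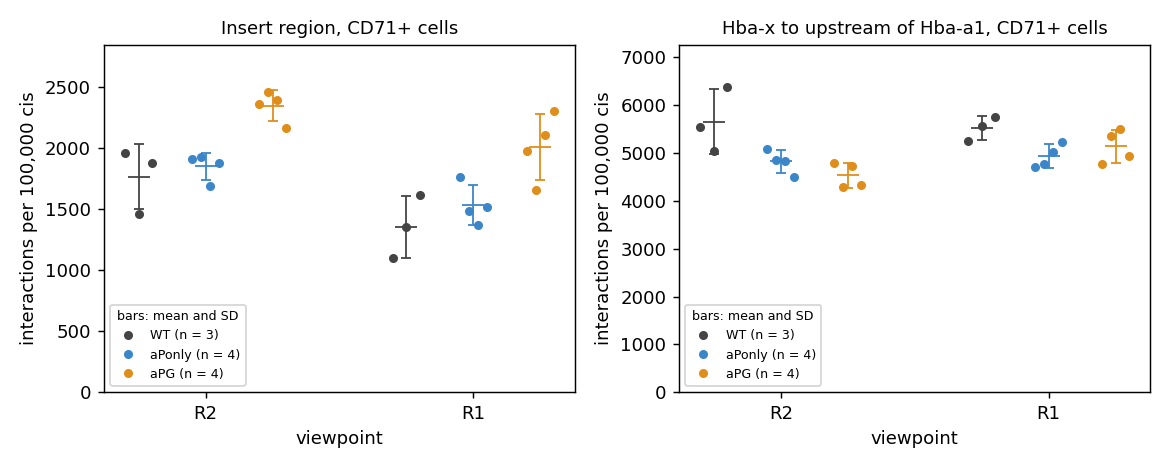
Interactions per 100,000 cis interactions from R2 and R1 with the region around the insertion site (left) and the region from Hba-x to upstream of Hba-a1 (right), in WT αYFP (n = 3), αPonly (n = 4) and αP+G (n = 4) CD71+ cells (keyed as WT, aPonly and aPG; points are libraries, bars the mean and SD). The 4 αP+G libraries lie above the WT αYFP libraries around the insertion site from both viewpoints.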

Values the study reported

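The study reported an inserted α-globin promoter fragment of 373 bp and a promoter and gene body fragment of 1.1 kb. In RNA-seq of CD71+ cells with the promoter and gene inserted, it reported a log2 fold change of -0.73 for Hba-x, with an adjusted p of 5.5e-04.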

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

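The 2 alternatives on the exclusion zone were chosen after the data were seen, as were the tests by other splits of the libraries; the rest were planned. No cause was tested unless one is named.

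Of the Ter119+ results, the gains in the HS+65/66 window from R2 and HS38 kept their direction and stayed past the threshold in every alternative run. Over the fits that each left out one replicate, the log2 fold changes were from 1.61 to 1.81 from R2 and from 1.25 to 1.43 from HS38. The losses from HS38 ranged from -0.40 to -0.29 (genes to sub-TAD end) and from -0.24 to -0.21 (downstream flank) over the same fits, and the number of regions called from 32 to 39. Of the regions called, 21 were higher and 16 lower with the cis total of the window and 14 and 28 under TMM factors, against 17 and 21. The flank from HS38 was -0.10 (adjusted p 0.315) when only fragments wholly inside the exclusion zone were left out. The R2 values near 0 changed sign: the downstream flank was -0.0096 with the cis total within the plotted window and -0.0029 under TMM factors, and from -0.031 to 0.086 without one replicate; the genes to sub-TAD end were 0.00018 with the exclusion zone widened by 5 kb, 0.059 when only fragments wholly inside the zone were left out, and from -0.052 to 0.020 without one replicate. None of these had an adjusted p under 0.05.

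The count of Ter119+ fragments was 51 under the DESeq2 Wald test (17 higher, 34 lower), 22 with a mean count of at least 20 (4 higher, 18 lower), 59 at an adjusted p under 0.01 and 271 in 5 kb bins (232 higher, 39 lower). Of the 51 calls, 50 were among the 101. Leaving out one replicate gave from 55 to 85, the 55 without WT replicate 2. Higher calls were from 25 to 54 in these fits against 57, and were fewer than lower calls without QuadDel replicate 1 (33 and 41), QuadDel replicate 2 (37 and 41), QuadDel replicate 3 (35 and 49) or WT replicate 2 (25 and 30), so which direction had more calls rests on single libraries. Among the 10 splits of the 6 libraries, 1, the real one, gave as many as 101 fragments, 1 as many as 38 regions and 1 as many as 26 control fragments (the others at most 1, 0 and 2), and 10 splits cannot give a share under 0.1. The control viewpoints gave 11 calls with a mean count of at least 1, 80 (70 higher and 10 lower) when only fragments wholly inside the zone were left out, 23 under TMM factors (9 higher and 14 lower, against 16 and 10), and from 3 to 16 without one replicate, the 3 without QuadDel replicate 2.

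The boundary step ranged from 0.10 to 0.28 without one replicate. The difference in enhancer share ranged from -1.24 to -1.07 points, in each case with an exact sign-flip permutation p of 0.0625, the smallest that 5 libraries allow. Its change between QuadDel and WT ranged from 0.49 to 0.74.

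The CD71+ fragment counts, 1 in each comparison, were 3 for αP+G and WT αYFP under TMM factors, DESeq2 size factors, a mean count of at least 20, the plotted window and both added exclusion rules, 2 with a mean count of at least 1 and 4 in 5 kb bins. For αPonly and WT αYFP they were 2 under TMM factors and DESeq2 size factors and 0 under the DESeq2 Wald test, mean counts of at least 1 or 20, an adjusted p under 0.01, the plotted window, and only the 2 groups. For αP+G and αPonly they were 0 with a mean count of at least 20, an adjusted p under 0.01 and 5 kb bins. Without one replicate they ranged from 0 to 4, 0 to 2 and 0 to 3. As many calls came from 10, 7 and 4 of the 35 splits of each comparison's libraries, so the single calls are no more than other groupings gave.

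The CD71+ region counts ranged without one replicate from 1 to 5 (αP+G and WT αYFP; 1 without WT αYFP replicate 2, 5 without αP+G replicate 4), 0 to 2 (αPonly and WT αYFP; 2 without αPonly replicate 1 and without WT αYFP replicate 2, 1 without αP+G replicate 4) and 0 to 5 (αP+G and αPonly; 0 without αPonly replicate 2 or 3, 5 without WT αYFP replicate 3). Of the 35 splits, 1, 35 and 6 gave as many calls as the real 3, 0 and 1; beside that 0, 4 regions had an unadjusted p under 0.05. With only the 2 groups fitted, αP+G and WT αYFP gave 0 calls (6 at an unadjusted p under 0.05 in the fit of all groups), with the insertion region at 0.42 from R2 and 0.54 from R1 and Hba-x at -0.32 from R2 (adjusted p 0.0728 each, from fewer samples), and αP+G and αPonly gave 4, with the insertion region from R1 at 0.40 (adjusted p 0.00539). The cis total of the window gave 3 lower calls for αPonly and WT αYFP, with Hba-x from R2 at -0.24 (adjusted p 0.0498), and 1 kb left out around every viewpoint gave 1.

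Without one replicate, αP+G against WT αYFP ranged from 0.29 to 0.49 (insertion region from R2; adjusted p 0.0533 without WT αYFP replicate 2), 0.44 to 0.68 (from R1; 0.52, adjusted p 0.0533 without the same library), -0.40 to -0.22 (Hba-x from R2; adjusted p 0.0976 without WT αYFP replicate 3) and -0.14 to -0.07 (Hba-x from R1). αP+G against αPonly ranged from 0.30 to 0.39 (insertion region from R2; 0.37, adjusted p 0.0892 without αPonly replicate 2 and 0.30, adjusted p 0.159 without αPonly replicate 3), 0.33 to 0.48 (from R1; past the threshold at 0.48 without αP+G replicate 2 and at 0.40 without WT αYFP replicate 1 or 3), -0.12 to -0.06 and 0.02 to 0.09 (Hba-x from R2 and R1). αPonly against WT αYFP ranged from -0.057 to 0.14 and 0.04 to 0.27 (insertion region from R2 and R1) and from -0.31 to -0.13 and -0.19 to -0.13 (Hba-x from R2 and R1; -0.31 from R2, adjusted p 0.0149, without WT αYFP replicate 2). Under TMM factors αPonly against WT αYFP was -0.033 for the insertion region and αP+G against αPonly 0.016 for Hba-x, both from R2 and not called.

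Replicate numbers did not pair the libraries: correlations of same-numbered libraries were between -0.036 and -0.009 in Ter119+ cells and between -0.088 and 0.159 in CD71+ cells. With the replicate block, the Ter119+ comparison gave 81 fragments and 31 regions, the αPonly and WT αYFP comparison 0 fragments and 1 region, and αP+G and αPonly 2 regions, with the insertion region from R1 at 0.41 (adjusted p 0.0342).

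Alternatives were also labelled for the named fragments and places and for the counts of calls per viewpoint. Of these labels, 363 were the same, 106 weaker, 35 stronger and 0 reversed. For fragments and places, the same means staying on one side of the threshold. For the counts it means a count of similar size, and a reversed label was not possible. At 45.5% recovery of 2-fold changes in the Ter119+ simulation, depth limits what single fragments can show.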

Other observations

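Tests of the distant cis interactions, the TMM fit of the mitoferrin viewpoint, the gene-body ratio, the chromosome 6 sequence and the mixed flanks were chosen after the result was seen. The reading of the thinned mitoferrin counts was revised after a first run, to follow the prediction written before it, and the comparison with random windows of chromosome 6 replaced a first threshold of 30 bases, under which 21 bases had counted against shared sequence.

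The gain past the TAD in QuadDel reached beyond the window plotted. The median log2 ratio of QuadDel to WT over the 6 viewpoints was 1.45 from the TAD end to the window end, 1.08 from there to 1 Mb downstream of the viewpoint, 0.27 from 1 to 4 Mb downstream and -0.083 over 4 Mb downstream, and -0.13 from the TAD start to 1 Mb upstream. A general rise of distant cis interactions would raise the far class too, and the value there, -0.083, argues against it. A difference in depth is also argued against, since with every viewpoint thinned to one depth the region beyond the TAD was called higher from 6 of 6 viewpoints. A candidate explanation is that fewer interactions stop at the deleted sites and more run on downstream, which stays a hypothesis found and examined on the same libraries. Differences between the mice other than the deletions remain open.

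The mitoferrin viewpoint, on another chromosome, gave 22 calls against 3 and 1 from the β-globin viewpoints. Of these, 18 fell into blocks: 11 higher calls between 70044665 and 70089162 of chromosome 14, where QuadDel held 2981 ± 122 and WT 688 ± 80.2 interactions per 100,000 (SD, n = 3 each), and 7 lower calls between 69859913 and 69872766, with 1578 ± 252 and 2958 ± 82.1 (exact permutation p 0.1 for both, the smallest possible, on blocks picked for their calls). The other 4 calls included those with the smallest p, the fragments from 69902161 (log2 fold change -0.70, edgeR adjusted p 4.36e-09) and from 69903742 (-0.68, edgeR adjusted p 5.31e-05), both beside the viewpoint. Scaling moved these calls. TMM factors gave 21 (8 higher and 13 lower), of which 17 were among the 22, and leaving out 5 kb around the viewpoint gave 19, all among the 20 of the 22 still tested. With the fragments at the zone's edge kept there were 73 (64 higher and 9 lower). Scaling by fragments next to the viewpoint is therefore argued against as the only source of the calls, but it shifts their number and balance. The viewpoint was deeper in QuadDel, and with all 6 libraries thinned to 9736 cis interactions the median over 20 draws fell to 4 calls (range 2 to 8). Thinning removes power together with the depth difference, so for the number of calls depth cannot be told apart from a real difference. Depth by itself is not a reason for a different share of interactions. A difference in the state of the cells or in strain background between the groups could also give such blocks and was not tested. The count of 101 calls at the α-globin locus is therefore best read with 22 calls at an unedited one.

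Interactions around the insertion site were called higher in αP+G than in WT αYFP from R2 and R1, and than in αPonly from R2 only. Both calls against WT αYFP were lost with only the 2 groups fitted (edgeR adjusted p 0.0728 each). The fragment that holds the insertion site changes length with the insert. Without it the log2 fold change from R2 against WT αYFP was still 0.38 (unadjusted edgeR p 5.06e-04). That fragment alone may therefore not account for the rise from R2, and the check does not cover R1. The fragment carried 15.6% of the region's counts.

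Reads of the inserted gene could be mapped to the native genes, with which it shares sequence. The ratio of gene-body fragments of Hba-a1 and Hba-a2 to the rest of the genes region from R2 was 27.3% ± 4.24 in αP+G (SD, n = 4), 17.4% ± 2.10 in αPonly (SD, n = 4) and 17.2% ± 2.45 in WT αYFP (SD, n = 3), higher in 4 of 4 αP+G libraries than in every αPonly library (exact permutation p 0.0286). From R1 and HS38 the ratio was 1.13 and 1.19 times that in αPonly (exact permutation p 0.114 and 0.257). From R1 it was 22.4% ± 1.49 in αP+G (SD, n = 4) and 21.7% ± 2.74 in WT αYFP (SD, n = 3, exact permutation p 0.629). From HS38 the values were 21.2% ± 3.98 and 17.8% ± 0.860 (exact permutation p 0.143). With 1 of 3 viewpoints past 0.05, mapping of the inserted copy cannot be told apart from a change at the native genes. The design gives the same fragments to both copies, and this keeps it open.

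In CD71+ cells the R2 viewpoint had a strong trans partner on chromosome 6 (a pair of adjacent fragments from 117878717 to 117879058, between Hnrnpf and Fxyd4, in neither gene), with 342 to 669 counts per library, in WT αYFP as in the insert lines, and 34 to 59 in the Ter119+ libraries. It took 6.21% ± 1.76 of R2 trans counts in WT αYFP (SD, n = 3) and 0.305% ± 0.0680 in Ter119+ WT (SD, n = 3). The pair and the R2 fragment share an exact stretch of 21 bases. On chromosome 6 it begins at the DpnII site between the pair and runs into the fragment from 117878887, which held 4817 CD71+ counts against 468 in the other, and in the R2 fragment it lies at the end. Of 1000 random windows of chromosome 6 of the same length as the pair, 0 shared a stretch as long (median 9). Shared sequence at a fragment end is therefore a candidate source of this signal, by capture or priming. It does not explain by itself why the signal differs between the Ter119+ and CD71+ libraries, whose cell type and capture differ together. No biological explanation was tested.

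The flanks of Hba-a1 and Hba-a2 were mixed between the viewpoints Hba-1 and Hba-2. Over the upstream flanks, 34.4% of the counts went to the viewpoint of the other copy, while 15.3% and 20.9% of the 30-base words of the Hba-a1 and Hba-a2 flanks are shared. The shared words reach the end next to the viewpoint, where the last 43 bases of the flanks are identical, and where reads fall within the flanks is not in the counts. Ambiguous mapping of the flanks therefore cannot be told apart from errors in assigning the viewpoint end, whose fragments share 86.6% and 88.5% of their words, or from real contact between the copies.

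In groups of 4 CD71+ libraries, 12 sets of values (total counts, cis share and the main regions) were examined for one library far from the others, and 0 were found.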
